A study of Homo sapiens with 9 samples.

How the data were processed

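RNA was measured in 9 IMR90 libraries, 3 each of vector control, shRRM2 and shRRM2/shp16. Per the labels' protocols, cells were grown at 2% oxygen and used at population doubling 30, and the second lentivirus was added 24 hours after the first. They were then selected with 3 ug/mL puromycin for 7 days. Total RNA was treated with DNase, ribosomal RNA was depleted, and stranded libraries were sequenced on an Illumina instrument, per the labels' protocols. The sample labels call the control an empty vector, while the treatment protocol calls it a GFP vector, and the control is called vector control here. Groups and replicate letters were taken from the labels. The labels do not say whether replicates were separate infections or separate dishes.

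The authors deposited a file of raw read counts per Ensembl gene for each library, whose layout and closing tally lines are those of HTSeq. The aligner, the genome build, the annotation release and the strand setting are not stated, so reads over antisense or overlapping genes may be assigned to either. The gene rows summed to 15770895 to 24873291 counts. Tally lines that name no gene were kept out of library sizes and tests. Reads assigned to no gene made up 17.6% to 28.8% of uniquely aligned reads, and ambiguous reads 3.74% to 6.02%. Whether the former include reads in introns or on the opposite strand of a gene is not stated. Alignments that were not unique made up 40.4% to 44.9% of all tallied entries, and genes that share reads with near-identical copies are undercounted by this. The authors also deposited a table with a log2 RPKM value for each library, on a scale of log2(x + 1) where x is reads per base of gene length scaled by the number of counted reads, which was found by calculating back from the counts. It also holds the authors' log2 fold change with its p-value and q-value for shRRM2/shp16 against shRRM2, per the file headers. The authors' deposited table has numbers in place of 29 gene symbols, and those genes were identified by their Ensembl identifiers. 8 of the 9 log2 RPKM columns equal the deposited counts divided by a fixed length per gene, while the column of shRRM2 replicate c does not match its count file. There were 0 columns of per-sample values that matched no sample.

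Symbols came from the authors' table. Positions and gene types came from GENCODE release 29 on GRCh38, which may differ from the annotation the authors used. Of the 64253 gene identifiers, 56591 were in that release and 56105 in the gene name table. Counts were tested with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr with the groups given, which left 16561 genes with 99.8% of the counts, and libraries were scaled with TMM factors. All 9 libraries entered 1 quasi-likelihood fit (glmQLFit, glmQLFTest) with a coefficient per group and 6 residual degrees of freedom, so that the 3 comparisons share an estimate of the spread. Tests were two-sided, p-values were adjusted by Benjamini-Hochberg over the tested genes of each comparison, and the threshold was an adjusted p of 0.05. A change of at least 2-fold means a fitted log2 fold change of at least 1 in size. Standard errors were obtained from the fold change and its F statistic. CPM values are counts divided by the TMM-scaled library size and put on the usual CPM scale, given as mean ± SD over 3 libraries. A group with at most 3 counts in every library was treated as at the floor, and a fold against it was computed against that floor as a lower bound. Read counts cover amplified molecules without molecular identifiers, so counting error alone understates the error.

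The lists of 50 proliferation, 31 replication-dependent histone, 54 SASP, 34 p53 target, 36 nucleotide synthesis, 12 pentose phosphate and 34 interferon-stimulated genes were written before the data were examined, with RRM2 and CDKN2A in none. They were tested with camera from limma 3.58.1 at a preset correlation of 0.01, adjusted over 21 tests. A camera test with the correlation estimated from the data and fry served as alternatives. GDF15 is on both the SASP and p53 lists, and RRM2B on both the nucleotide and p53 lists. The named genes were 14 fixed in advance plus, in shRRM2 against control and in shRRM2/shp16 against shRRM2, the 4 highest and 4 lowest log2 fold changes. These had to carry a symbol and pass the threshold, with a mean log2 CPM of at least 2 and no overlap between the groups. Correlations and opposed changes between comparisons that share libraries were set beside 10 simulations each.

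The pipeline was tested on simulated counts with 200 changed genes. The edgeR fit recovered 162 of them (81.0%, and 90.9% of those changed at least 2-fold) with 15 false calls among 16136 genes tested. DESeq2 recovered 149 (74.5%) with 3 false calls and limma on log2 RPKM 147 (73.5%) with 7, each among 16561 genes. The false calls of edgeR made up a larger share of its calls than the threshold allows. With a planted GC trend among 16170 genes, the uncorrected fit made 7276 false calls and the fit corrected for GC content and length 11. The main fit carries no such correction, which is among the alternatives. Far fewer genes were changed here than were called in the data, so scaling and error control at that share were not tested. Alternatives computed for the results were RLE size factors, DESeq2 1.42.0, no low-count filter, at least 10 counts in every sample, and only the 6 libraries compared. Further ones were a replicate block, a correction for GC content and gene length, both together, and leaving out the 20 most-counted genes. The others were limma on the authors' RPKM with pseudocounts of 0.1 and 1 or a mean RPKM of at least 1, and leaving out each replicate in turn. RPKM fold changes are on the log2(RPKM + pseudocount) scale, which understates the change of low genes. An alternative chosen after the data were seen was limma on the 8 RPKM columns that match their count files. A GC content and length were known for 16275 of the 16561 tested genes (98.3%). Further lists, of 20 leukocyte transcripts and of the S-phase and G2/M genes shipped with Seurat 5.3.0, were used only for checks described among the additional observations. Tables were prepared with Python 3.11.15 and pandas 2.3.3, and plots with Matplotlib 3.10.9.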

Results

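The data are gene-level read counts from RNA sequencing of IMR90 cells, a line of human fetal lung fibroblasts that divides a limited number of times in culture. There were 9 libraries in 3 groups of 3, named a, b and c within each group. The control group carried a pLKO.1 lentiviral vector, empty per the sample labels and with GFP per the treatment protocol. The shRRM2 group carried a short hairpin RNA against RRM2, the small subunit of ribonucleotide reductase, the enzyme that makes the deoxyribonucleotides (dNTPs) used for DNA synthesis. The labels describe these cells as senescent after dNTP depletion. The shRRM2/shp16 group carried the same hairpin together with a hairpin against p16, the cell cycle inhibitor encoded by CDKN2A, and the labels describe it as having bypassed senescence. No group carried the p16 hairpin alone, so its effect was read on the RRM2-depleted background. Gene-assigned counts per library ranged from 15770895 in shRRM2 replicate a to 24873291 in control replicate a. All 9 pairs of libraries within a group differed by more than sampling noise, with a chi-square per degree of freedom of 1.44 to 2.95, so no library was the same as another. Each was counted as a replicate because the labels list it as a separate sample. This does not separate independent cultures from repeat preparations of 1 culture, and in the latter case the p-values below would cover the spread between preparations only. The labels gave no sequencing or library batch.

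Of 64253 gene identifiers, 16561 passed the filter on low counts and were tested. The spread between replicates was small, with a common biological coefficient of variation of 0.027. The first principal component of log2 CPM (counts scaled to a common library size) held 50.8% of the variance and placed the shRRM2/shp16 libraries apart from the other 6. The second component held 31.6% and separated control from shRRM2.

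**Figure D1:**
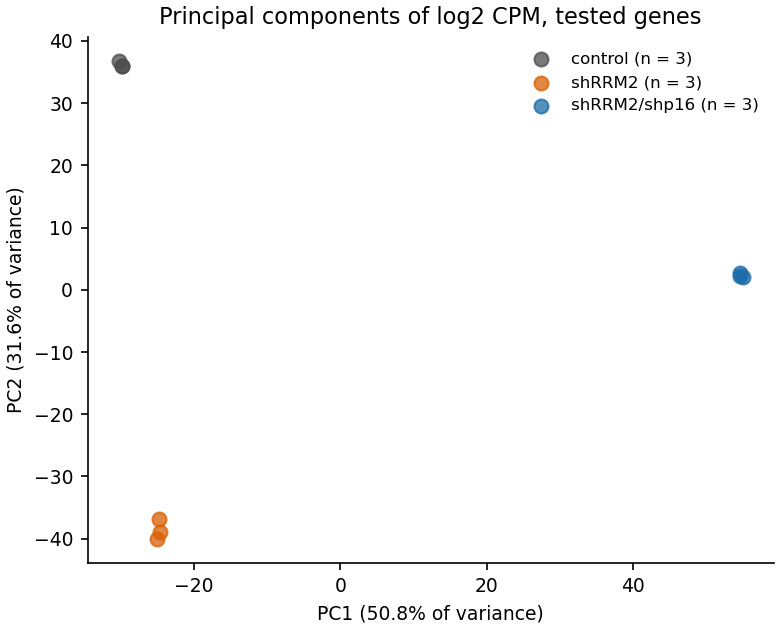
Principal components of log2 CPM over the 16561 tested genes, with PC1 (50.8% of variance) on the x axis and PC2 (31.6%) on the y axis. Each point is 1 library, and the 3 libraries of each group lie close together and apart from the other groups.

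The targeted genes were examined first. RRM2 (ENSG00000171848; GRCh38 chromosome 2, 10120698 to 10131419, plus strand) was counted at 485 ± 5.23 CPM in control, 62.1 ± 1.86 CPM in shRRM2 and 177 ± 3.00 CPM in shRRM2/shp16 (mean ± SD, n = 3 each). Its log2 fold change against control was -2.96 ± 0.03 (SE) in shRRM2, with an edgeR adjusted p of 5.8e-45, which left 12.8% of the control level. In shRRM2/shp16 the change against control was -1.45 ± 0.03 (adjusted p 2.3e-36), which left 36.5%. RRM2 was therefore higher in the doubly targeted cells than in shRRM2, by 1.51 ± 0.04 on the log2 scale (adjusted p 7.9e-34). CDKN2A (ENSG00000147889; chromosome 9, 21967753 to 21995301, minus strand) was low throughout, at 6.02 ± 0.11 CPM in control, 6.50 ± 0.46 CPM in shRRM2 and 4.28 ± 0.32 CPM in shRRM2/shp16, on 79 to 142 reads per library. It did not differ detectably between shRRM2 and control, with a log2 fold change of 0.11 ± 0.12 (adjusted p 0.431). It was lower in shRRM2/shp16 than in shRRM2 by a log2 fold change of -0.60 ± 0.13 (adjusted p 7.0e-05), which left 65.8% of the shRRM2 level, and lower than in control with -0.49 ± 0.13 (adjusted p 7.3e-04). With limma on the authors' RPKM values and a pseudocount of 0.1 the CDKN2A difference from control was no longer past the threshold, with a log2 fold change of -0.36 and an adjusted p of 0.0709 (6.4e-04 to 0.105 over the alternatives). The count is for the whole gene and does not separate the p16 transcript from others of the locus, and CDKN2A overlaps the antisense gene CDKN2B-AS1. RRM2 overlaps the gene AC007240.1 on its own strand.

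The comparison of shRRM2 with control asks what changed in cells depleted of dNTPs. At an adjusted p under 0.05, 10079 of the 16561 genes (60.9%) differed, 4810 higher and 5269 lower in shRRM2. The median size of these changes was 0.45 on the log2 scale, and 1667 genes changed at least 2-fold, 1127 higher and 540 lower. The 3 values of each group did not overlap for 63.6% of tested genes, where chance gives 10%. The alternative that moved the number most was limma on the authors' RPKM values with a pseudocount of 1, which called 6506 genes, and 341 at 2-fold or more.

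**Figure D2:**
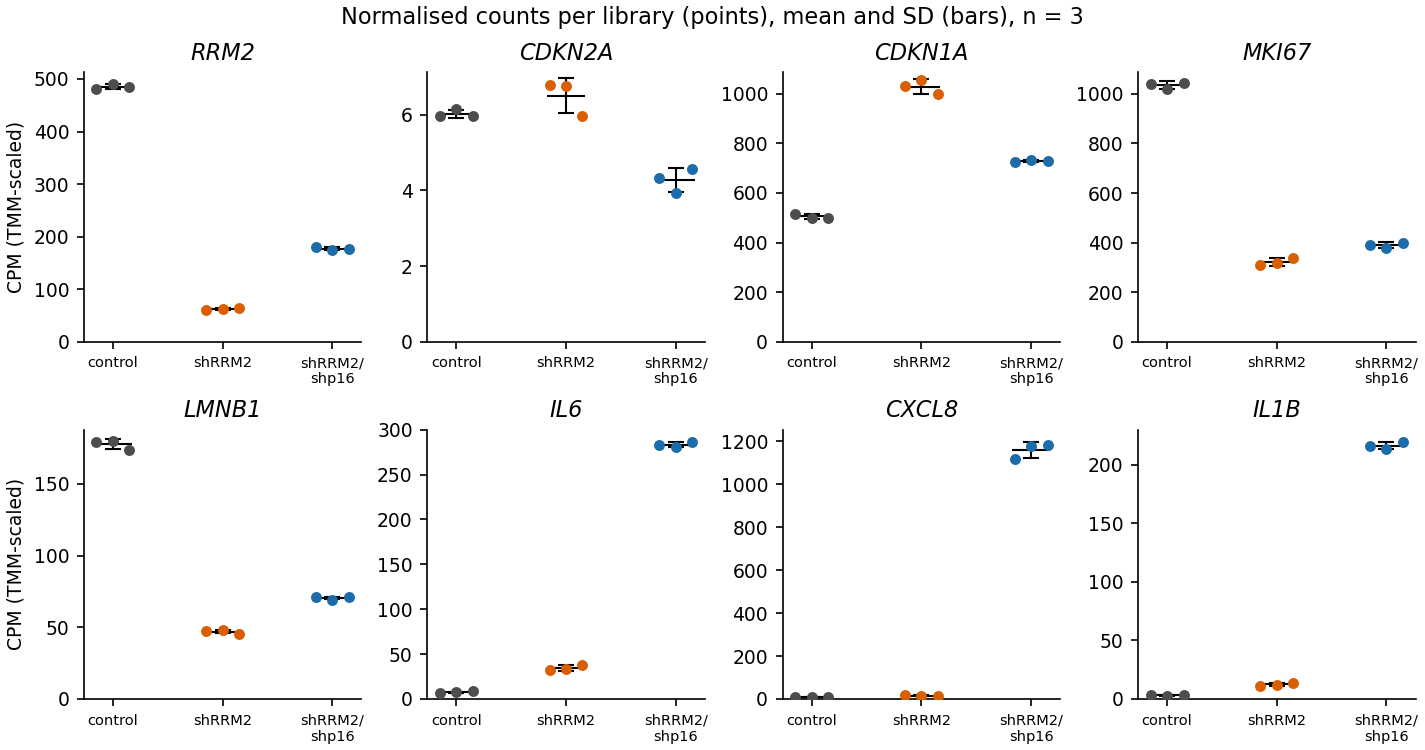
TMM-scaled CPM of RRM2, CDKN2A, CDKN1A, MKI67, LMNB1, IL6, CXCL8 and IL1B on y axes that start at 0, for the 3 groups on the x axis. Points are libraries, and bars are the mean and SD of 3 libraries. RRM2 fell from 485 to 62.1 CPM in shRRM2, while CXCL8 stood at 1159 CPM only in shRRM2/shp16.

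Genes chosen before the data were examined described the state of the cells. The cyclin-dependent kinase inhibitor CDKN1A (p21) rose from 505 ± 9.76 to 1029 ± 29.8 CPM, a log2 fold change of 1.03 (adjusted p 5.0e-32). MKI67, which encodes the proliferation marker Ki-67, fell from 1036 ± 14.6 to 322 ± 16 CPM, with a log2 fold change of -1.69. LMNB1 (lamin B1) fell from 178 ± 3.56 to 46.9 ± 1.19 CPM and CCNA2 (cyclin A2) from 119 ± 3.03 to 34.7 ± 1.33 CPM. Among the other subunits of ribonucleotide reductase, RRM1 fell from 200 ± 1.5 to 109 ± 1.98 CPM, and RRM2B rose from 40.1 ± 3.31 to 88.7 ± 4.53 CPM. RPIA, an enzyme of the pentose phosphate pathway, was slightly lower, at 8.88 ± 0.61 CPM against 11.6 ± 0.75 CPM in control, with a log2 fold change of -0.39 ± 0.10 (adjusted p 4.7e-04). RPIA lost its call with limma on the authors' RPKM values at a pseudocount of 0.1, with an adjusted p of 0.131 (1.3e-04 to 0.135 over the alternatives). In the 8 RPKM columns that match their count files, a setting chosen after the data were seen, it was past the threshold (adjusted p 0.0143). CDKN2B rose from 6.51 ± 0.56 to 9.30 ± 0.67 CPM (adjusted p 3.8e-05). Of the inflammatory genes, IL6 rose from 7.55 ± 0.74 to 34.4 ± 2.95 CPM and IL1B from 3.04 ± 0.76 to 12.4 ± 1.19 CPM, both with log2 fold changes above 2. CXCL8 rose from 8.94 ± 0.68 to 15.2 ± 1.21 CPM, and IL1A from 0.393 ± 0.16 to 1.02 ± 0.23 CPM on 4 to 21 reads per library. Both lost their call with limma on the authors' RPKM values at a pseudocount of 1, with adjusted p-values of 0.064 and 0.0888, the highest over the alternatives. In the 8 matching columns both were past the threshold (adjusted p 6.1e-04 and 0.0393).

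The 4 genes with the highest log2 fold changes among those with a mean log2 CPM of at least 2 over the 9 libraries were INMT (2.93), C10orf11 (2.84), NEAT1 (2.77) and CTSS (2.71). C10orf11 had only 15 to 29 reads per control library and CTSS 9 to 11. Their log2 fold changes went as low as 0.83 and 0.71 over the alternatives, and both kept their call. NEAT1, a nuclear long noncoding RNA on chromosome 11, went from 458 ± 19.9 to 3120 ± 60.0 CPM. INMT overlaps the readthrough gene INMT-MINDY4 on the same strand, so its reads are not assigned with certainty. The 4 lowest were PTGDS (-3.43), SAPCD2 (-3.18), COL14A1 (-3.10) and the replication-dependent histone gene HIST2H3D (-3.00). Histone genes of this family are near-identical copies, and counts of a single member are uncertain. All 8 of these genes had adjusted p-values of 2.0e-12 or lower.

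Of the 7 gene lists fixed before the data were examined, 6 shifted in shRRM2 against control by camera, with Benjamini-Hochberg adjustment over 21 tests. The 50 proliferation genes had a median log2 fold change of -1.23 (adjusted p 2.0e-22), with 48 lower and 2 higher, the same numbers when adjusted over the list alone. All 30 tested replication-dependent histone genes were lower, with a median of -2.26 (adjusted p 8.8e-22). Among 47 tested genes of the senescence-associated secretory phenotype (SASP), 29 were higher and 7 lower, or 30 and 7 adjusted over the list alone, with a median of 0.47 (adjusted p 3.2e-06). The 34 p53 target genes had a median of 0.55, with 27 higher and 2 lower (adjusted p 1.3e-08). Of 35 nucleotide synthesis genes 29 were lower and 4 higher, with a median of -0.49 (adjusted p 8.5e-08). Of 12 pentose phosphate genes 11 were lower and 1 higher, with a median of -0.21 (adjusted p 0.00829). The 25 tested interferon-stimulated genes had a median of -0.17 that did not pass the threshold (adjusted p 0.123), with 9 lower and 2 higher. For the last 4 lists the counts were the same when adjusted over the list alone. Of the 21 list tests over the 3 comparisons, 16 were past the threshold with the preset correlation, 13 of the 21 with a correlation estimated from the data, and 21 of 21 with fry, which tests whether any list genes changed rather than whether they changed more than other genes. The 6 lists called here held under both. With camera and an estimated correlation their adjusted p-values were far larger, and 2 were close to the threshold. They were 0.000992 for proliferation, 0.0382 for histones, 0.00587 for SASP, 0.00551 for p53 targets, 0.00299 for nucleotide synthesis and 0.0478 for pentose phosphate.

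**Figure D3:**
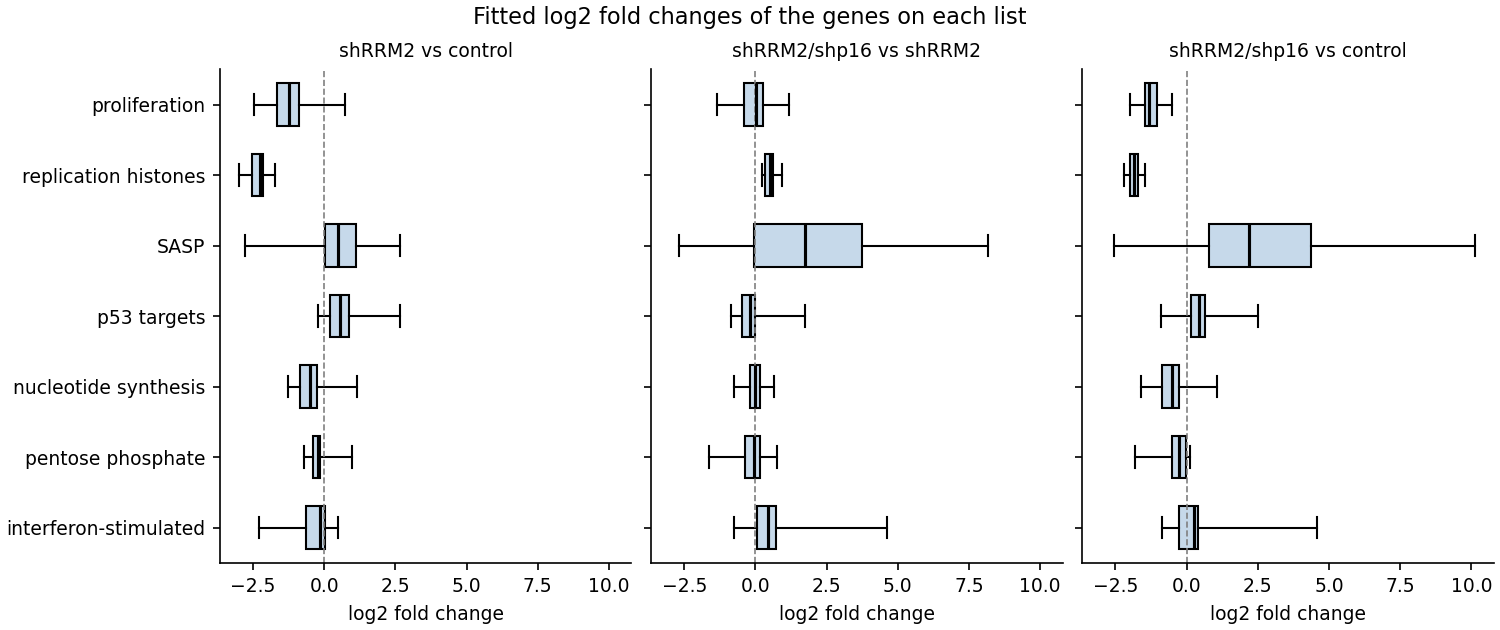
Fitted log2 fold changes (x axis) of the genes on each of the 7 lists (y axis) in the 3 comparisons. Boxes span the quartiles, the line is the median and whiskers reach the lowest and highest gene. The proliferation median was -1.23 in shRRM2 and -1.32 in shRRM2/shp16 against control. The highest SASP value in shRRM2/shp16 against control, 10.1, is the fit for CSF3. That gene was at the floor in control, and its lower bound is 414-fold.

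The comparison of shRRM2/shp16 with shRRM2 asks what differed once the p16 hairpin was added. CDKN2A was lowered rather than lost, and RRM2 differed between these groups as well. It called 10116 genes (61.1%), 5291 higher and 4825 lower, and 1949 at 2-fold or more, 860 higher and 1089 lower. Groups did not overlap for 64.7% of tested genes, against 10% by chance. On the authors' RPKM values of genes with a mean of at least 1, limma called 7330 genes, 62.5% of them higher, where the counts gave 52.3% higher. The largest named increases were CSF3, CXCL1, CXCL5 and CXCL2, with log2 fold changes of 8.18, 8.17, 7.24 and 7.01. CXCL1 rose from 1.33 ± 0.23 to 385 ± 4.60 CPM and CXCL5 from 2.34 ± 0.46 to 357 ± 10.0 CPM. CXCL1 and CXCL2 are close paralogs, so the division of reads between them is uncertain. CXCL2 stood on 3 to 5 reads per shRRM2 library and had fallen there from control (log2 fold change -2.80, edgeR adjusted p 2.4e-09). In shRRM2/shp16 against control the log2 fold change of CXCL2 was 4.21. CSF3 rose from 0.213 ± 0.22 CPM, on 1 to 8 reads per library, to 65.1 ± 0.32 CPM. Its log2 fold change was 7.79, 7.87 and 9.38 without shRRM2 replicate a, b or c. The last value rests on shRRM2 libraries of 1 and 2 reads, at the floor. The rank of CSF3 above CXCL1 is therefore uncertain. CXCL8 rose from 15.2 ± 1.21 to 1159 ± 37.5 CPM, a log2 fold change of 6.26 ± 0.04 (adjusted p 2.4e-53). IL6 rose from 34.4 ± 2.95 to 283 ± 2.56 CPM, IL1B from 12.4 ± 1.19 to 216 ± 3.05 CPM and IL1A from 1.02 ± 0.23 to 11.3 ± 1.34 CPM. The largest named decreases were KISS1 (-5.51), KRT19 (-4.33), PSG4 (-4.12) and HHIP (-4.07). KISS1 was left with 2 to 9 reads per shRRM2/shp16 library, so the size of its change is uncertain. KRT19 went from 61.7 ± 0.82 to 3.07 ± 0.46 CPM and HHIP from 91.2 ± 1.72 to 5.43 ± 0.92 CPM. PSG4 belongs to a family of near-identical genes and its count is uncertain.

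The cell cycle genes moved much less. MKI67 rose to 389 ± 11.3 CPM, with a log2 fold change of 0.27 ± 0.03, LMNB1 to 70.3 ± 0.95 CPM (0.59 ± 0.04) and CCNA2 to 46.7 ± 1.24 CPM (0.43 ± 0.05). CDKN1A fell to 729 ± 4.60 CPM, with a log2 fold change of -0.50 ± 0.03. CDKN2B, next to CDKN2A on chromosome 9, rose to 12.1 ± 0.45 CPM (0.38 ± 0.10). RRM2B fell to 66.7 ± 2.87 CPM and RRM1 to 96.7 ± 2.37 CPM, with log2 fold changes of -0.41 and -0.17. RPIA did not differ detectably from shRRM2, with a log2 fold change of 0.06 ± 0.10 (adjusted p 0.633). With limma on the 9 RPKM columns of the authors at a pseudocount of 0.1, 1 of which does not match its count file, MKI67, LMNB1, CCNA2, CDKN1A and RRM2B kept their direction and were not past the threshold, with adjusted p-values of 0.508, 0.268, 0.379, 0.127 and 0.108 (the highest over the alternatives were 0.516, 0.280, 0.390, 0.137 and 0.108). Without the mismatching column, a setting chosen after the data were seen, all 5 were past the threshold, with RRM2B at -0.33 (adjusted p 0.0291) the closest to it.

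Among the lists, the SASP genes had a median log2 fold change of 1.75 in shRRM2/shp16 against shRRM2, with 34 higher and 12 lower of 47 (camera adjusted p 8.5e-08). The list did not move as a whole, and IGFBP3 and IGFBP7, which were picked out after their values were seen, fell with log2 fold changes of -1.83 and -1.39. The interferon-stimulated list had a median of 0.44, with 15 higher and 2 lower, or 16 and 2 adjusted over the list alone (adjusted p 0.00289). All 30 histone genes were higher, with a median of 0.50 (adjusted p 1.3e-08), but the call did not hold with an estimated correlation (adjusted p 0.142). The p53 targets had a median of -0.19, with 19 lower and 4 higher (adjusted p 0.00805), and that call did not hold with an estimated correlation either (adjusted p 0.0689). The proliferation list was split, with 22 genes higher and 22 lower and a median of 0.02 (adjusted p 0.936). Nucleotide synthesis had 10 higher and 12 lower with a median of -0.02 (adjusted p 0.582), and the pentose phosphate list had 3 higher and 4 lower with a median of -0.06 (adjusted p 0.655). Of these lists, only the interferon-stimulated count differed when adjusted over the list alone. With camera and an estimated correlation, the SASP and interferon-stimulated lists had adjusted p-values of 0.00386 and 0.0277.

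The authors' deposited table gives their own test of shRRM2/shp16 against shRRM2. The authors' deposited table marks 4991 genes as significant. Of 4723 such genes among those tested from the counts, 4566 were also called from the counts, 4551 of them with the same sign. In the other direction, 5550 genes called from the counts were not called by the authors. Of the 1949 called from the counts at 2-fold or more, the authors called 1265. Their q-values for MKI67, CDKN2B, RRM1 and RRM2B, all called from the counts, were 0.0652, 0.511, 0.710 and 0.460. Across 16517 genes, which are not independent replicates, the log2 fold changes of the authors' deposited table correlated with those from the counts with a Pearson r of 0.933. For CDKN2A the authors' deposited table lists a log2 fold change of -0.55 with a q-value of 0.237, and for RRM2 it lists 1.64 with a q-value of 4.4e-04. The authors' deposited table lists 17 genes at a fold change of 0 and a q-value of 1 although the 2 group values differ. CDKN1A is listed in this way in the authors' deposited table.

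The comparison of shRRM2/shp16 with control asks which differences remained when both genes were targeted. It called 10339 genes (62.4%), 4971 higher and 5368 lower, and 2085 at 2-fold or more, 1092 higher and 993 lower. Groups did not overlap for 66.2% of tested genes, against 10% by chance. With limma on the authors' RPKM values and a pseudocount of 1, 768 genes changed at least 2-fold, and 59.1% of the 8240 calls were higher, where the counts gave 48.1%. All 50 proliferation genes were lower than in control, with a median log2 fold change of -1.32 (camera adjusted p 6.2e-23). MKI67, LMNB1 and CCNA2 had log2 fold changes of -1.41, -1.34 and -1.35. All 30 histone genes were lower, with a median of -1.84 (adjusted p 9.6e-18). Of 47 SASP genes 39 were higher and 6 lower, with a median of 2.18 (adjusted p 2.1e-14). CSF3 was at 1 read in each control library and was at least 414-fold higher in shRRM2/shp16. The p53 targets had a median of 0.43, with 23 higher and 5 lower, or 24 and 5 adjusted over the list alone (adjusted p 1.7e-05), and CDKN1A had a log2 fold change of 0.53. Nucleotide synthesis genes had a median of -0.51, with 30 of 35 lower and 3 higher (adjusted p 8.5e-08). The pentose phosphate list had a median of -0.27 with 8 of 12 lower and 0 higher (adjusted p 0.0329), and did not hold with an estimated correlation (adjusted p 0.0788). The interferon-stimulated list did not pass, with a median of 0.25, 10 genes higher and 5 lower (adjusted p 0.174). Apart from the p53 targets, these counts were the same when adjusted over the list alone. With camera and an estimated correlation, the other called lists kept their call at larger adjusted p-values. These were 0.000992 (proliferation), 0.0494 (histones), 0.00114 (SASP), 0.0168 (p53 targets) and 0.00299 (nucleotide synthesis).

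The question of how far the shRRM2 changes moved back in the cells that also carried the p16 hairpin was addressed next. It was examined by following the 10079 genes changed in shRRM2 against control. In shRRM2/shp16 against shRRM2, 5282 of them (52.4%) changed in the opposite direction, 1812 changed further in the same direction and 2985 did not change again. Opposite changes were about as frequent among genes that had risen (53.1%) as among genes that had fallen (51.8%). In shRRM2/shp16, 2842 of the 10079 no longer differed from control. The opposed and extended changes come from comparisons that share the shRRM2 libraries. In 10 simulations with shRRM2/shp16 unchanged from shRRM2, the mean number of opposed genes was 0.2. In 10 further simulations the changes of shRRM2/shp16 against control were shuffled between genes of like expression, and 69.3% of the changed genes were opposed, more than observed. The number no longer different from control was 909 on average in the former simulations and 3146 (3071 to 3195) in the latter, above the 2842 observed. A count of opposed genes above 0 therefore does not by itself separate a return to control from unrelated changes. Across the 16561 genes, which are not independent replicates, the log2 fold changes of both groups against the shared control libraries had a Pearson r of 0.431 and a Spearman rho of 0.459. The simulated r was 0.483 with both groups unchanged from control, and 0.0899 with the changes shuffled. The simulated rho was 0.427 and 0.0838 in turn. Set beside no change, the observed r was therefore lower and the observed rho higher. The values with no change arise only from noise in the shared control libraries, whereas most genes here were called changed. They are therefore no baseline for how far the 2 sets of changes resemble each other. Set beside the shuffled changes, which keep the size of the changes and the shared libraries, the observed r and rho were both higher. Over the alternatives, r was farthest from the observed 0.431, at 0.514, with limma on the authors' RPKM values of genes with a mean of at least 1. The median share of the shRRM2 change that was kept in shRRM2/shp16 was 0.559, against 0.0732 in the shuffled simulations. COL14A1 and INMT were close to control in shRRM2/shp16, with log2 fold changes of 0.09 (adjusted p 0.056) and 0.15 (adjusted p 0.486). COL14A1 passed the threshold in other settings, for example with a log2 fold change of 0.12 without control replicate a. The other genes named for the largest shRRM2 changes still differed from control (edgeR adjusted p of 3.9e-06 or lower). Their log2 fold changes were 4.95 for CTSS, farther from control than in shRRM2, 2.13 for C10orf11 and 1.71 for NEAT1. SAPCD2 was at -1.82, HIST2H3D at -2.08 and PTGDS at -0.61. PTGDS lost its call with limma on the authors' RPKM at a pseudocount of 0.1 (adjusted p 0.199).

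**Figure D4:**
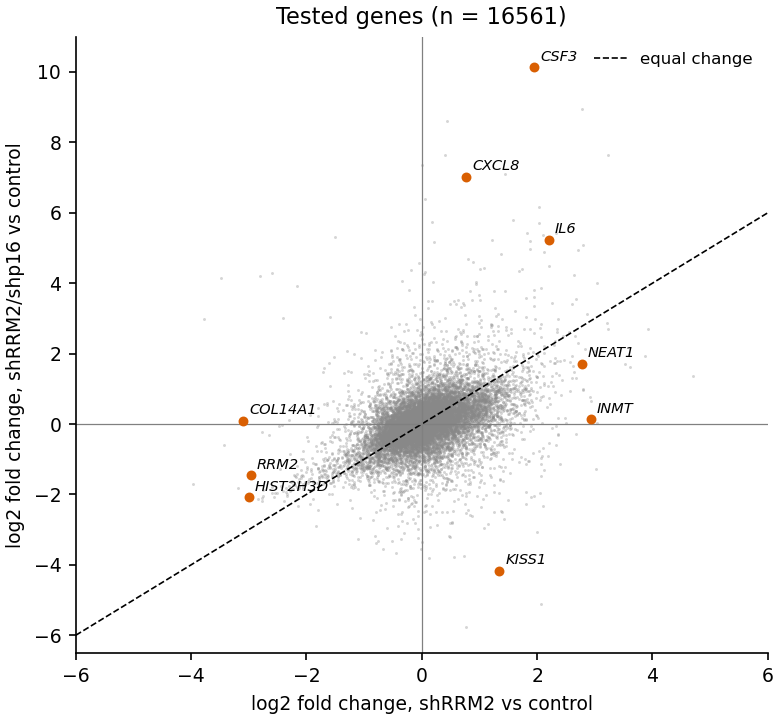
Log2 fold change of each of the 16561 tested genes in shRRM2 against control (x axis) and in shRRM2/shp16 against control (y axis). The dashed line marks equal change and labelled points are named genes. CSF3 and CXCL8 lie far above the line, while COL14A1 and INMT lie near 0 on the y axis.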

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

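In this part, the tests of genomic DNA and of depth were settled only after their results were seen, and the test of unspliced RNA was written before. The tally of reads assigned to no gene, which no comparison above uses, was higher in both hairpin groups than in control. It may hold reads between genes, in introns or on the opposite strand of a gene, and does not tell these apart. Such reads made up 18.4% ± 0.67 of uniquely aligned reads in control, 28.4% ± 0.65 in shRRM2 and 24.0% ± 0.45 in shRRM2/shp16 (mean ± SD, n = 3 each). Groups did not overlap in any of the 3 comparisons, and an exact two-sided permutation test gave p = 0.1 for each, the smallest that 3 libraries against 3 allow.

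Genomic DNA in the shRRM2 RNA was argued against. Spread evenly over the genome, the excess would have added 29.6 reads, on the CPM scale of unique reads, over the 376 olfactory receptor genes, which fibroblasts hardly express. The rise was 1.60 such reads, from 1.15 ± 0.20 to 2.75 ± 0.20, or 0.0542 of what was needed, and a stranded count would at most double that share. A first version of this test used only the 48 such genes with a length from the authors' table, and its ratio of 0.799 decided nothing. Such a length exists only for genes with reads, so that version selected on the outcome, and the gene list and the upper threshold were changed once its value was known. The exclusion is therefore weaker than a test fixed in advance. The labels' protocol also includes a DNase step. A lower depth of the shRRM2 libraries was argued against as well. Control replicate a was the deepest library, yet the range of the share within control was only 0.127 of the difference between the groups.

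More unspliced or nuclear RNA in shRRM2 passed its test. The 260 tested genes that GENCODE types as sense intronic had a median log2 fold change of 0.676 in shRRM2 against control, above all 10000 random lists matched on expression, whose median was 0.306. In shRRM2/shp16 against control their median was 0.272, at the 92.3rd percentile of random lists. The nuclear RNAs NEAT1 and MALAT1 took 0.310% and 1.56% of shRRM2 counts, against 0.044% and 0.733% in control and 0.155% and 1.09% in shRRM2/shp16. Another nuclear RNA, RN7SK, did not follow them, at 1.12% in shRRM2, 1.22% in control and 1.81% in shRRM2/shp16, so nuclear RNAs did not rise as a class. A candidate explanation is therefore a larger share of unspliced RNA, or of some nuclear RNAs, in shRRM2 cells. A difference in RNA extraction or depletion between the groups would give the same pattern and was not tested, and neither was transcription past gene ends.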

How the results depend on the processing

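Counts of changed genes in the 3 comparisons stayed within 1.5 times under RLE size factors, DESeq2, no low-count filter, only the 6 libraries compared, the correction for GC content and length, and without the 20 most-counted genes. The correction for GC content and length turned the balance of directions in 2 of the 3 comparisons. It gave 5345 higher and 4853 lower in shRRM2 against control, where the main fit gave 4810 and 5269. In shRRM2/shp16 against shRRM2 it gave 4984 higher and 5247 lower, where the main fit gave 5291 and 4825. Leaving out each replicate in turn gave 9459 to 10125, 9520 to 10366 and 9744 to 10545 genes. With at least 10 counts in every sample, 976 genes changed at least 2-fold in shRRM2 against control and 1232 in shRRM2/shp16 against shRRM2. Only 14034 genes are tested there, and genes that fall to few counts are removed.

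The authors' RPKM values moved most. In shRRM2 against control, limma called 6570, 6506 and 6664 genes with pseudocounts of 0.1 and 1 and with a mean of at least 1. Of these, 1058, 341 and 615 were at 2-fold or more. Higher genes made up 680, 154 and 335 of them, against 1127 of 1667 from the counts, so with a pseudocount of 1 most were lower. For shRRM2/shp16, 598 and 866 genes changed at least 2-fold against shRRM2 with the last 2 settings, and 768 and 1196 against control. Against shRRM2, 321 and 451 of these were higher, a majority, where the counts gave 860 of 1949. Without the mismatching column, an alternative chosen after the data were seen, the numbers rose to 7776 and 1465 in shRRM2 against control, so that column accounts for part of the loss. Of those 1465 genes, 980 were higher, and in shRRM2/shp16 against shRRM2 it was 924 of 1862. The larger pseudocount shrinks fold changes of low genes by construction. In shRRM2/shp16 against control 58.9%, 59.1% and 56.1% of calls were higher with these RPKM settings, against 48.1%. Against shRRM2 it was 61.4%, 61.7% and 62.5%, against 52.3%. These values carry no TMM scaling.

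Of the shRRM2 changes, 2555, 2598 and 2943 were opposed in these 3 settings, and 3807 in the 8 matching columns, so the mismatching column accounts for part of this loss too. The extended changes numbered 1083 and 1070 with the pseudocounts, and 1099 in the 8 matching columns. The fold change correlation was 0.448 with DESeq2, 0.453 without a filter, 0.470 with at least 10 counts, 0.452 with 6 libraries, and 0.470, 0.499, 0.514 and 0.409 in the 4 RPKM settings, and 0.411 to 0.450 across the 9 fits that left out a replicate. The cause of the shifts in extended changes and in the correlation was not tested. CDKN2A was lower in shRRM2/shp16 than in control by log2 fold changes of -0.361 and -0.211 with the 2 pseudocounts (adjusted p 0.0709 and 0.105, over alternatives 6.4e-04 to 0.105), and was past the threshold in the 8 matching columns (-0.361, adjusted p 0.0115).

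The proliferation list in shRRM2/shp16 against shRRM2 reversed to -0.046, -0.045 and -0.056 in the 3 settings with all RPKM columns (adjusted p 0.00135, 8.3e-04 and 0.00187, over alternatives up to 0.98), and stood at 0.11 in the 8 matching columns. That reversal was absent without the mismatching column, although the median, being close to 0, was also -0.045 with GC content and length, short of the threshold. The p53 targets lost their call at -0.071, -0.066 and -0.071 (adjusted p 0.0832, 0.0658 and 0.0688), and kept it at -0.16 in the 8 columns. The histone median was 0.307 with a mean RPKM of at least 1 (adjusted p 0.19). The pentose phosphate list against control lost its call at -0.249 with at least 10 counts, -0.245 with GC content and length, and -0.217 with a mean RPKM of at least 1. The interferon-stimulated list in shRRM2 against control passed at -0.183 without a filter and at -0.075 and -0.072 with RPKM. The cause was not tested for these 3 lists. An estimated correlation left the histone (0.495) and p53 (-0.186) lists of shRRM2/shp16 against shRRM2 and pentose phosphate against control (-0.271) short of the threshold. With fry, which asks another question, the proliferation (0.017), nucleotide (-0.020) and pentose phosphate (-0.060) lists passed in shRRM2/shp16 against shRRM2, as did the interferon-stimulated list against control in shRRM2 (-0.166) and shRRM2/shp16 (0.253).

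The CSF3 call in shRRM2 against control was at least 1.35-fold. It was lost without shRRM2 replicate c (log2 fold change 0.75, adjusted p 0.568) and without control replicate a, b or c (1.80, 2.01 and 2.03). It was also lost with DESeq2 (adjusted p 0.0655), without a filter (0.059) and in the 4 RPKM settings (0.187 to 0.422), so it depends on the method as well (0.00946 to 0.568 over all alternatives). CXCL5 gained a call in that comparison without control replicate b (0.58) and without shRRM2 replicate a or b (0.50 and 0.48). It also gained one with at least 10 counts in every sample (0.44, adjusted p 0.0392). COL14A1 in shRRM2/shp16 against control gained one without control replicate a, shRRM2 replicate a, b or c, or shRRM2/shp16 replicate b (0.10 to 0.12). COL14A1 also gained one with at least 10 counts (0.12) and only the 6 libraries compared (0.11). The same held without the 20 most-counted genes (0.10) and in the 8 matching columns (0.20, adjusted p 0.00223). Calls of single named genes other than the targets became weaker 44 times and stronger 13 times over all alternatives. The letters a, b and c do not pair the samples: deviations of same-letter libraries correlated at -0.020 to 0.049 over 9 pairs. The replicate block gave 10101, 10134 and 10388 genes and changed no call, except that together with the correction for GC content and length the pentose phosphate list against control was at -0.244. Depth limits the genes at a few reads per library, such as CSF3 and IL1A in control.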

Other observations

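In this part, some tests were chosen only after the result was seen: those of chemokine paralogs, of the p16 hairpin sequence, of RRM2, and those of the RPKM column except its position between control and shRRM2. The test of leukocytes and the reading of the phase test were changed after a first run. Other splits of the 6 libraries of each comparison were counted first, of which there are 10, so that the share is never under 0.1. Only the real split, 1 of 10, gave as many changed genes, or as many changed at least 2-fold, in each of the 3 comparisons. In shRRM2 against control, 1 of 10 splits gave a camera p as small for the proliferation, histone, SASP, p53, nucleotide synthesis and pentose phosphate lists, and 4 of 10 for the interferon-stimulated list. In shRRM2/shp16 against shRRM2 it was 1 of 10 for the SASP and interferon-stimulated lists, 3 of 10 for the histone, p53, nucleotide synthesis and pentose phosphate lists, and 9 of 10 for the proliferation list. In shRRM2/shp16 against control it was 1 of 10 for the proliferation, histone, SASP, p53 and nucleotide synthesis lists, 3 of 10 for pentose phosphate and 4 of 10 for the interferon-stimulated list.

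The inflammatory genes of the SASP list were far higher in the cells labelled as having bypassed senescence than in the senescent cells. Leukocytes mixed into those cultures were argued against. Of 20 leukocyte transcripts listed in advance, the highest in shRRM2/shp16 was CD74 at 2.82 CPM. The outcomes set for the changed test were levels well above 10 CPM if leukocytes were the cause, and otherwise under 1 CPM or no rise. The value met neither outcome exactly. A first run had used the median of the 20, which was 0.112 CPM, and the limit of 10 CPM was set once the values were known. CD74 was already at 1.63 CPM in control, 4 of the 20 were over 1 CPM in control and 4 in shRRM2/shp16, and 10 stayed under 0.1 CPM in all 3 groups. The choice of normalization was argued against, because the lowest median of the list over 4 other scalings was 1.64, against 1.75. The 8 matching RPKM columns, which carry no TMM scaling, gave 1.585, and the lowest median over all alternatives was 1.11. Reads shared between chemokine paralogs were argued against as the whole cause, because the 38 list genes outside the CXCL and CCL families had a median of 1.12, with 25 higher and 12 lower. The 9 CXCL and CCL genes were all higher, with log2 fold changes of 2.72 to 8.17, and 5 of these 9 were under 1 CPM in shRRM2. What stays open is whether the rise follows from the lowering of p16. CDKN2A fell by 0.604 on the log2 scale with a single hairpin, no group carried that hairpin alone, and a sequence-specific effect unrelated to p16 cannot be told apart from it. The rise may be biological, as a hypothesis only.

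RRM2 was itself higher in shRRM2/shp16 than in shRRM2, by 1.51 on the log2 scale. More cycling cells were argued against as the whole cause, since the highest of the 50 proliferation genes changed by 1.18 and the list had a median of 0.02. A weaker RRM2 knockdown in the doubly targeted cells, which kept 36.5% of the control RRM2 level, cannot be told apart from a regulated rise, because no value here measures the dose of the hairpins. The shRRM2/shp16 libraries could therefore differ from shRRM2 both in p16 and in the degree of RRM2 depletion.

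The proliferation list was split between higher and lower genes in shRRM2/shp16 against shRRM2. The choice of normalization was tested with 4 other scalings only. The share of changed list genes that were higher stayed at 50% under 3 of them and was 43.9% under the correction for GC content and length. RLE and leaving out the 20 most-counted genes moved the median over all genes only from 0.011 to 0.002 and 0.012, so they test little. The RPKM values, which carry no TMM scaling, were not among the 4. Within these scalings the list stayed split. A shift between cell cycle phases had been written down as S-phase genes rising and G2/M genes falling. The 41 S-phase genes had a median log2 fold change of -0.26, with 26 lower and 6 higher, and the 54 G2/M genes 0.31, with 39 higher and 4 lower. The difference of the medians was -0.565, which lay outside the random relabellings (permutation p 1e-04, the smallest that 10000 relabellings give) but in the direction opposite to the one written down. A first reading took that as evidence against a shift, and it was changed to undecided after the direction was seen. A shift towards G2/M expression is a candidate explanation, but all 30 histone genes, which are made in S phase, were higher as well. These values point both ways, so a shift in phase and a change in expression within a phase cannot be told apart from bulk counts.

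The deposited log2 RPKM column of shRRM2 replicate c did not match its count file. Over 8233 genes with at least 200 counts in all libraries, the log2 ratio of the column to the count file had an SD of 0.211. Pairs of count files within a group gave 0.082 to 0.109. A different library size alone was argued against by that SD, since it would give 1 ratio for every gene. Different gene lengths were argued against because, with the lengths of the 8 other columns, the column gave whole reads at a library size of 19172042 (mean distance 1e-05), where the count file holds 17595791. A control or shRRM2/shp16 library in its place was argued against, since its correlation across genes was at most 0.968 with those libraries and 0.988 to 0.989 with the shRRM2 libraries. Another library of shRRM2 cells stays open. Over 472 genes changed at least 2-fold, the median position of the column was 0.695 on a scale from 0 at the control level to 1 at the level of shRRM2 replicates a and b, with quartiles of 0.604 and 0.807, which is near neither end. RRM2 was at 149 CPM in the column, against 59.9 and 62.7 CPM in shRRM2 replicates a and b. CXCL8 was at 52.1 CPM against 16.6 and 14.4 CPM, and CDKN1A at 739 CPM against 1030 and 1050 CPM. If the column is a separate shRRM2 culture, the spread between cultures could be wider than the 3 count files of a group show, and the p-values above would then be too small. A mixture of the libraries of the 3 groups was not excluded across genes. With 1 set of shares for all 8233 genes, the best mixture held 20.3% control, 64.6% shRRM2 and 15% shRRM2/shp16, and left an SD of 0.136, against 0.0714 to 0.0943 for count files fitted from the other libraries. That was short of the limit of 1.5 times the highest of these, set before the fit. An earlier test had also decided nothing: the column left the range of the 8 other libraries by over 25% (or the same ratio below it) for 10 genes (0.121%), against at most 5 for a count file. Single genes, picked after their values were seen, go against a mixture. KRT19 at 29.1 CPM lay below both control (40.1 CPM) and shRRM2 replicates a and b (62.5 and 60.6 CPM), towards shRRM2/shp16 (3.18 CPM), while CXCL8 and CSF3 (2.56 CPM) were far under their levels there (1202 and 67.5 CPM).

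In the authors' deposited table, 17 genes are listed at a fold change of 0 and a q-value of 1 although the group values differ, and 9 of the 11 that were tested from the counts were changed. Among them IGFBP5 rose from 9198 ± 133 to 20080 ± 194 CPM while the authors' deposited table lists it at 0 in shRRM2/shp16. FGF2 rose from 239 ± 11.8 to 722 ± 25.7 CPM, DDAH1 fell from 309 ± 6.65 to 75.3 ± 4.18 CPM, and CDKN1A fell from 1029 ± 29.8 to 729 ± 4.60 CPM. These 4 were picked after their values were seen. A reader who takes calls from that column alone would miss them.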
